# TET proteins regulate *Drosha* expression and impact microRNAs in iNKT cells

**DOI:** 10.3389/fimmu.2024.1440044

**Published:** 2024-09-19

**Authors:** Marianthi Gioulbasani, Tarmo Äijö, Jair E. Valenzuela, Julia Buquera Bettes, Ageliki Tsagaratou

**Keywords:** TET proteins, 5hmC, iNKT, *Drosha*, microRNAs

## Abstract

DNA demethylases TET2 and TET3 play a fundamental role in thymic invariant natural killer T (iNKT) cell differentiation by mediating DNA demethylation of genes encoding for lineage specifying factors. Paradoxically, differential gene expression analysis revealed that significant number of genes were upregulated upon TET2 and TET3 loss in iNKT cells. This unexpected finding could be potentially explained if loss of TET proteins was reducing the expression of proteins that suppress gene expression. In this study, we discover that TET2 and TET3 synergistically regulate *Drosha* expression, by generating 5hmC across the gene body and by impacting chromatin accessibility. As DROSHA is involved in microRNA biogenesis, we proceed to investigate the impact of TET2/3 loss on microRNAs in iNKT cells. We report that among the downregulated microRNAs are members of the Let-7 family that downregulate *in vivo* the expression of the iNKT cell lineage specifying factor PLZF. Our data link TET proteins with microRNA expression and reveal an additional layer of TET mediated regulation of gene expression.

## Introduction

Ten Eleven Translocation (TET) proteins are enzymes that regulate the process of DNA demethylation by oxidizing 5-methylcytosine (5mC) to generate 5-hydroxymethylcytosine (5hmC) also known as the sixth base of our genome (1). In addition, TET proteins can oxidize 5hmC to generate additional modified cytosines, namely 5-formylcytosine (5fC) and 5- carboxylcytosine (5caC) (2, 3). The TET family of proteins consists of three members: TET1, that is most highly expressed in embryonic stem cells (ESCs), TET2, which is broadly expressed in various cell types and developmental stages, and TET3 that is more highly expressed as cells differentiate (4). All three TET proteins exert critical roles in shaping the development and function of a vast array of cells (5, 6). We have previously demonstrated that 5hmC is dynamically distributed across the genome of thymic T cell subsets (7). During the process of T cell lineage specification, 5hmC was shown to be increased in the gene body of very highly expressed genes and in active enhancers (7). Similar findings have been reported for murine and human peripheral T cells (7–10), indicating the critical role of TET proteins and 5hmC in regulating gene expression in T cells (5).

To dissect the *in vivo* roles of TET proteins in T cell development we generated *Tet2*-/-*Tet3*flx/flx CD4 cre (*Tet2/3* DKO) mice (11). We focused our analysis on concomitant deletion of TET2 and TET3 since our data indicated redundancy between TET proteins (11). The phenotype of the *Tet2/3* DKO mice was complex, revealing that TET proteins are critical regulators of various T cell types. Specifically, TET2 and TET3 are fundamental for the stability of the transcription factor (TF) FOXP3 and thus the functionality and stability of regulatory T cells (Tregs) (12). In addition, *Tet2/3* DKO mice exhibit a striking expansion of invariant natural killer (iNKT) T cells (11).

iNKT cells are an unconventional type of T cells that express an invariant TCR Vα14 chain and recognize lipids instead of peptides (13). iNKT cells develop in the thymus endowed already with effector properties and they have the ability to generate significant amount of cytokines, immediately upon antigen encounter (14). iNKT cell lineage commitment is orchestrated by the TF Promyelocytic leukemia zinc finger (PLZF) protein, which endows iNKT cells with effector properties (15, 16). In the thymus, we can discern three subsets based on the expression of TFs and their functional properties: NKT2 express GATA3, NKT17 express RORγt and NKT1 express T-bet (17–20). iNKT cells exert important roles in recognition of bacterial pathogens and have been shown to be of clinical value in the context of cancer immunotherapy (14, 21–24). Thus, deciphering the molecular mechanisms that shape their differentiation and functionality is of outmost importance in order to take full advantage of their effector properties (25, 26).

We have previously demonstrated that *Tet2/3* DKO iNKT cells show increased expression of the TF RORγt (11, 27, 28). During our previous studies, we have generated genome wide datasets to evaluate gene expression, whole genome methylation, whole genome hydroxymethylation and chromatin accessibility in control and *Tet2/3* DKO iNKT cells. Integration of these datasets revealed that TET2 and TET3, by regulating DNA demethylation, upregulate lineage specifying TFs such as T-bet and Th-POK that are critical for iNKT cell lineage diversification and for suppression of RORγt (11), in a TET2 dependent catalytic manner (29). However, not all the observed differences in the gene expression program of *Tet2/3* DKO iNKT cells can be attributed to gain of methylation in promoters or enhancers of the differentially expressed genes (11). That was particular true in the context of genes that were gaining expression upon loss of TET proteins, such as *Zbtb16* that encodes for the transcription factor PLZF (11). One possibility is that deletion of TET proteins can result in downregulation of repressors, allowing the upregulation of the targeted genes (30, 31). Repression of genes can occur by small RNAs that target mRNAs and can mediate their degradation (32). DROSHA regulates the generation of precursor miRNAs in the nucleus and then further processing occurs in the cytoplasm by DICER and the ARGONAUTE complex (33, 34). Notably, miRNAs are important for iNKT cell development as indicated by Dicer deficient mice (35, 36). In this study, we report that TET proteins regulate expression of *Drosha* in iNKT cells. We demonstrate that *Tet2/3* DKO iNKT cells show altered expression of precursor and mature miRNAs. Among the identified downregulated miRNAs are members of the Let-7 family that has been demonstrated *in vivo* to target and downregulate the transcription factor PLZF in iNKT cells (37).

## Results and discussion

Analysis of our previously published RNA-seq datasets (**Table 1**) (11) revealed that *Drosha* was downregulated in *Tet2/3* DKO iNKT cells (**Figure 1A**). To further dissect the molecular mechanisms by which TET2 and TET3 can impact expression of *Drosha* we assessed 5hmC distribution across the gene body. 5hmC upon treatment with bisulfite sequencing is converted to cytosine-5-methylenesulfonate (CMS) (38). Analysis of CMS immunoprecipitation with sequencing (CMS-IP seq) (39, 40) datasets (**Table 1**) (11) revealed that in wild type iNKT cells 5hmC is distributed across the gene body of *Drosha* (**Figure 1B**). We have previously demonstrated that 5hmC is enriched in the gene body of highly expressed genes, whereas the promoters of these genes are devoid of 5hmC, in conventional T cells and unconventional iNKT cells (7, 11). Similar findings have been reported for naïve and helper T cell subsets (8–10) as well as for regulatory T cells (41). In addition, we have previously shown that 5hmC correlates with chromatin accessibility in both conventional and unconventional T cells (11, 29). We then investigated how loss of TET proteins may impact chromatin accessibility in the *Drosha* locus. Thus, we compared our datasets (11) for assay for transposase accessible chromatin with sequencing (ATAC-seq) (42) for wild type and *Tet2/3* DKO iNKT cells. We demonstrate that in *Tet2/3* DKO iNKT cells there is reduced accessibility in an intragenic genomic region (mm10: chr15:12,894,551-12,896,829) that has increased accessibility and enrichment of 5hmC in wild type iNKT cells (**Figure 1B**). Due to the low abundance of 5hmC in *Tet2/3* DKO thymic T cell subsets we were not able to perform CMS-IP seq for the *Tet2/3* DKO iNKT cells (11). However, we performed whole genome bisulfite sequencing (WGBS) (**Table 1**) in order to assess at single-nucleotide resolution the modification status of cytosine. Our analysis revealed a gain of methylation at this intragenic region in the *Drosha* locus at the *Tet2/3* DKO iNKT cells (**Figure 1B**).

**Table 1:** Datasets used in this study.

Small RNA-seq	GSE267135	This study
CMS-IP-seq in iNKT cells (5hmC mapping)	Series GSE66833 consists of the following 4 samples: GSM1632867: iNKT WT Biological Replicate (BR)1 CMS-Seq IP GSM1632868: iNKT WT BR2 CMS-Seq IP GSM1632869: iNKT WT BR1 CMS-Seq Input GSM1632870: iNKT WT BR2 CMS-Seq Input	(11)
CMS-IP-seq in CD4 SP cells (5hmC mapping)	From superseries GSE59213 we used the following: GSM1430720 CD4 SP CMS-Seq IP BR1 GSM1430721 CD4 SP Input BR1 GSM1430722 CD4 SP CMS-Seq IP BR2 GSM1430723 CD4 SP Input BR2	(7)
Bulk RNA-seq (gene expression) in iNKT cells	From Series GSE66832 Thymic WT iNKT cells: GSM1632848: BR1 GSM1632849: BR2 GSM1632850: BR3 Thymic *Tet2/3* DKO iNKT cells: GSM1632851: BR1 GSM1632852: BR2 GSM1632853:BR3	(11)
Bulk RNA-seq in CD4 SP cells	GSE190230 WT CD4 SP: GSM5718501 GSM5718502 GSM5718503 *Tet2/3* DKO CD4 SP: GSM5718504 GSM5718505	(29)
ATAC-seq in iNKT cells (chromatin accessibility)	GSE85743 WT thymic iNKT cells: GSM2283399: BR1 GSM2283400: BR2 GSM2283401: BR3 *Tet2/3* DKO thymic iNKT cells: GSM2283402: BR1 GSM2283403: BR2 GSM2283404: BR3	(11)
WGBS in iNKT cells	Series GSE72116 WT thymic iNKT cells GSM1855585: BR1 GSM1855586: BR2 *Tet2/3* DKO thymic iNKT cells GSM1855587: BR1 GSM1855588: BR2	(11)
GATA3 CUT&RUN in CD4 SP	GSE190228 WT CD4 SP: GSM5718477: BR1 GSM5718478: BR2 GSM5718475: BR3 GSM5718476: IgG control *Tet2/3* DKO CD4 SP GSM5718480: BR1 GSM5718481: BR2 GSM5718482: IgG control	(29)
Th-POK ChIP-seq in CD4 SP	GSM4486880: BR1 GSM4486881: BR2 GSM4486882: BR3 GSM4486883: control	(47)

**Figure 1:**
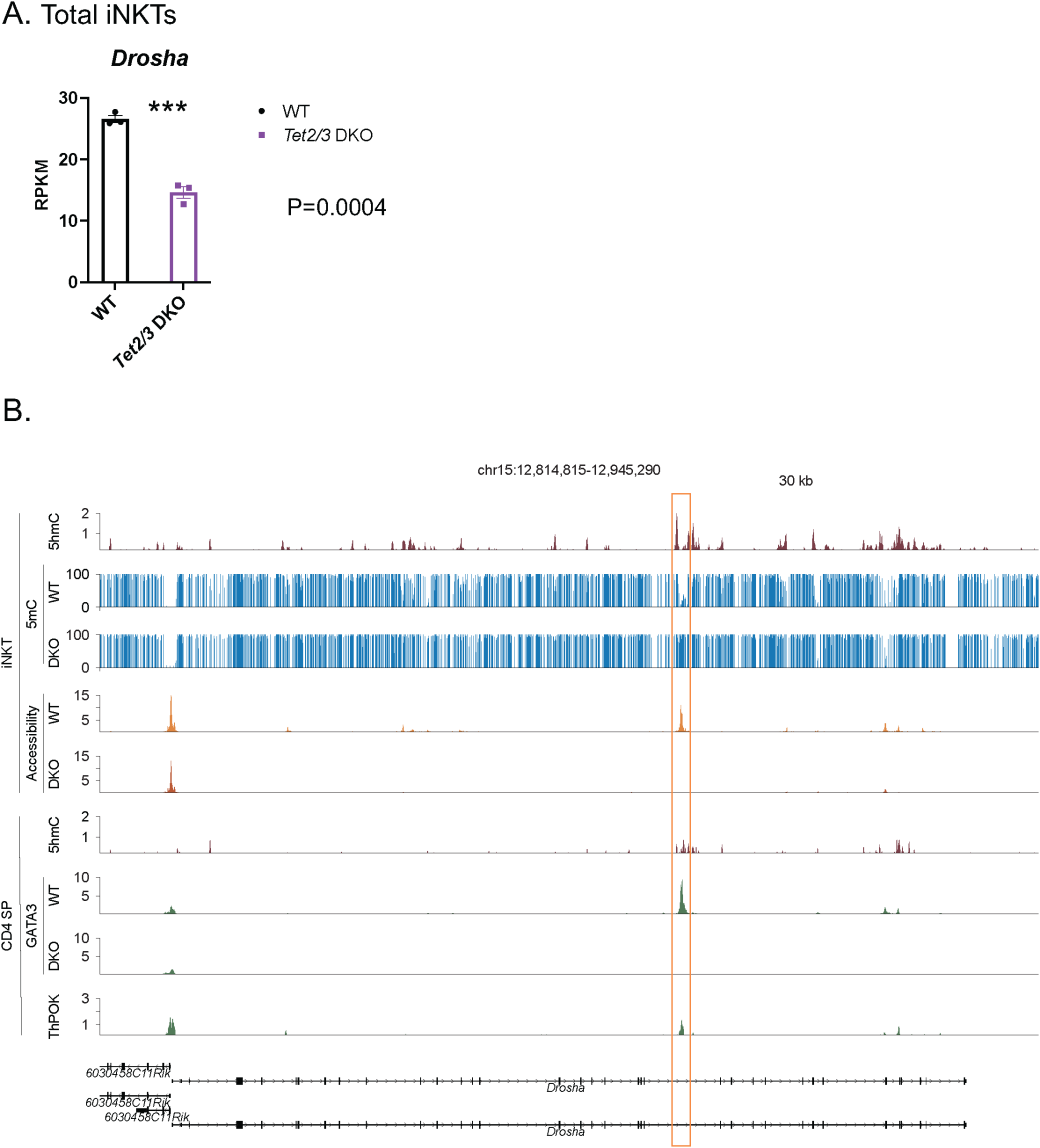
TET2 and TET3 regulate expression of *Drosha* in thymic iNKT cells. **(A)** Gene expression of *Drosha* in WT (*in black*) and *Tet2/3* DKO thymic iNKT cells (*in purple*), evaluated by RNA-seq. 3 biological replicates per genotype were assessed. *** (p =0.0004), unpaired t test. Each dot represents an individual biological replicate. Horizontal lines indicate the mean (s.e.m.). **(B)** Portraits of epigenetic regulation (determined by 5hmC, 5mC and chromatin accessibility) in thymic iNKT cells and transcriptional regulation in CD4 SP cells of the *Drosha* locus. An intragenic region of interest (mm10: chr15:12,894,551-12,896,829) is indicated using an orange rectangle. Genome browser view of 5hmC distribution (by CMS-IP seq) in the gene body of *Drosha* in WT iNKT cells reveals enrichment of this modification indicating TET activity. 2 biological replicates were analyzed. Evaluation of 5mC by WGBS in WT and *Tet2/3* DKO iNKT cells. 2 biological replicates of WGBS per genotype were evaluated. Portraits of chromatin accessibility (assessed by ATAC-seq) of the *Drosha* locus in WT and *Tet2/3* DKO thymic iNKT cells. Peaks indicate accessibility. 3 biological replicates per genotype were evaluated. 5hmC distribution (determined by CMS-IP seq) in the gene body of *Drosha* in WT CD4 SP cells. 2 biological replicates were evaluated. GATA3 binding determined by CUT&RUN. 3 biological replicates for WT CD4 cells and 2 biological replicates for *Tet2/3* DKO were analyzed. ThPOK binding is assessed by ChIP-seq in WT CD4 SP cells. 3 biological replicates were evaluated. The arrows indicate the direction of transcription.

We hypothesize that this intragenic region may exert regulatory function to promote the expression of *Drosha*. We have previously shown that 5hmC decorates active enhancers (7). Additional studies have demonstrated a strong correlation of 5hmC with active enhancers in various T cell subsets (8, 41). In many cases these regulatory elements that require 5hmC enrichment in order to be active are intragenic, such as the CNS2 enhancer in the *Foxp3* locus (12, 43, 44), an intragenic enhancer that regulates stable expression of *Cd4* gene in CD4 cells (45) as well as the proximal enhancer of *Zbtb7b* gene that encodes Th-POK (29). We have also demonstrated that 5hmC decorates intragenic site A at the *Zbtb7b* locus to regulate the accessibility and the binding of the transcription factor GATA3 (29). It has been previously suggested that the binding of GATA3 to site A promotes Th-POK expression (46).

We have previously discovered a shared gene expression program between *Tet2/3* DKO thymic iNKT cells and CD4 single positive (SP) cells (29). As DROSHA is expressed in both subsets we investigated if its expression was also affected in CD4 SP cells. We report that *Drosha* is downregulated in *Tet2/3* DKO CD4 SP cells (**Supplementary Figure 1**). Interestingly, there is 5hmC enrichment at the same intragenic site of the locus in WT CD4 SP cells (**Figure 1B**). In addition, we looked into our data assessing recruitment of GATA3 (by CUT&RUN) in WT and *Tet2/3* DKO CD4 SP cells (29). We discover that GATA3 binds in this region in WT CD4 SP cells (**Table 1**), whereas no binding was detected in *Tet2/3* DKO CD4 SP cells. Moreover, we looked into the binding of Th-POK by using publicly available ChIP-seq datasets (**Table 1**) (47) and we demonstrate binding of Th-POK in this potentially regulatory region in CD4 SP cells. Collectively, our findings suggest that TET2 and TET3 generate 5hmC and regulate chromatin accessibility in the *Drosha* locus to promote the expression of the gene (**Figure 1**). Further studies are required to elucidate the precise regulatory elements that control the expression of *Drosha*. However, as TET2 and TET3 deletion results in partial reduction of *Drosha* expression and not complete loss it becomes apparent that additional mechanisms are in place to control the expression of this gene.

As DROSHA is involved in regulating the pathway of microRNAs (miRNAs) we asked whether the reduced expression of *Drosha* has an impact on the miRNAs that are expressed in *Tet2/3* DKO iNKT cells. 

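The small RNA-seq data cover thymic iNKT cells of 6 WT mice and 7 *Tet2/3* DKO mice aged 21 to 25 days. iNKT cells are T cells with an invariant TCR that recognize lipids, and in the *Tet2/3* DKO mice *Tet2* is deleted in the whole animal and *Tet3* in T cells by CD4 cre. Each mouse gave one library, and mice of both sexes were used in each genotype, so the sex of single mice was not used here. The authors processed the reads with the nf-core/smrnaseq pipeline and its default parameters and deposited the reads counted on each precursor (hairpin) sequence and on each mature miRNA sequence as whole numbers, without normalization. In the precursor table the total per mouse was between 469117 and 1110226 counts in WT (median 929254) and between 728653 and 1910526 in *Tet2/3* DKO (median 1578644). In the mature table it was between 1110852 and 2582057 in WT (median 1987326.5) and between 1837631 and 4361963 in *Tet2/3* DKO (median 3850244). WT libraries were thus shallower in both tables. The paper gives a number of sequenced reads for the pool of libraries, and the values here use the counted totals. From these counts, miRNAs with too few counts were left out by edgeR's filterByExpr with genotype as the group, libraries were scaled by TMM factors, and genotypes were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment within each table. Levels are given as CPM of the TMM-scaled library, and the standard error of a log2 fold change is its size divided by the square root of the test's F statistic. Scaling matters here, because TMM factors were between 0.812 and 0.928 in WT and between 1.06 and 1.20 in *Tet2/3* DKO for precursors. With library size in place of TMM factors, the median log2 fold change of precursors moved up by 0.338 and that of mature miRNAs by 0.244. Each fold change is therefore relative to the other miRNAs of the same libraries and not an amount per cell.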

To identify small RNAs that are impacted we isolated thymic iNKT cells by FACS sorting (**Supplementary Figure 2**) from wild type or *Tet2/3* DKO mice and we performed small RNA-seq (**Figure 2A**). As DROSHA regulates the generation of precursor miRNAs in the nucleus (33, 34) we first evaluated precursor miRNAs. However, as the mature miRNAs target genes for degradation (33, 34), we also assessed mature miRNAs. 

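The precursor table lists 1127 hairpins, of which 1115 had at least 1 count in a library and 350 had enough counts to be tested. The tested hairpins held between 99.7% and 99.9% of the counts of each library, and the 10 most abundant ones held between 49.1% and 55.4%. Some hairpins are near-identical copies, and 36 of the tested hairpins had the same counts in every library as another hairpin, so reads of such copies could not be told apart.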

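The mature table lists 1297 mature sequences, of which 1286 had counts and 401 were tested. For 265 hairpins with a tested mature arm, the log2 fold change of the hairpin and that of its most abundant arm were correlated across miRNAs (Pearson's r = 0.914, Spearman's rho = 0.846). MiRNAs are not independent replicates, so no p-value is attached to this correlation. The sign was the same for 220 of the 265 pairs (83.0%). Among the 84 hairpins with a mean of at least 1000 counts, the hairpin's count was 44.6% of the arm's count in the median. Both tables count the same 13 libraries, and they do not show whether a read was counted in both.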

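Pairs of samples were compared by the Pearson correlation of log2 CPM, with a prior count of 2, over the tested miRNAs. For precursors the mean correlation was 0.968 between WT samples (15 pairs, from 0.956 to 0.979), 0.979 between *Tet2/3* DKO samples (21 pairs, from 0.960 to 0.990) and 0.923 between samples of different genotypes (42 pairs, from 0.896 to 0.943). For mature miRNAs the means were 0.973 (WT), 0.980 (*Tet2/3* DKO) and 0.929 (different genotypes). The mean within genotypes exceeded the mean between genotypes by 0.0517 for precursors and by 0.0483 for mature miRNAs. In a one-sided exact permutation test over the 1716 ways to divide the 13 samples into groups of 6 and 7, p was 0.000583 in both tables, the smallest value that this design allows. Each of the 13 samples was on average closer to the other samples of its genotype than to those of the other genotype, in both tables. WT replicate 1 and *Tet2/3* DKO replicate 7, the shallowest library of each genotype, were the least similar to the others of their genotype, with mean correlations of 0.959 and 0.966 for precursors. The first principal component separated the genotypes without overlap and held 56.6% of the variance for precursors and 57.8% for mature miRNAs.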

Comparison of precursor and mature miRNAs in the WT and the *Tet2/3* DKO iNKT samples confirmed that samples of the same genotype were similar to each other (**Supplementary Figure 3**). Our analysis compared expression of precursor (**Supplementary Table 1**) and mature miRNAs (**Supplementary Table 2**) and we found that among those that were differentially expressed the majority were downregulated (**Figures 2B, C**). This could be due to the downregulation of *Drosha* expression, however we cannot preclude additional mechanisms such as the involvement of transcription factors that could affect expression of these miRNAs. 

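Among the 350 tested hairpins, 209 differed between genotypes at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test), 95 of them lower and 114 higher in *Tet2/3* DKO. Many of the higher ones are near-identical copies of mir-297, mir-466, mir-467 and mir-669 that lie in a cluster on chromosome 2. Examples are mir-467a-1 and mir-467b (0.94 each) and mir-669a-1 (0.905). Reads of such copies may be counted several times, so these hairpins are not independent. With identical counts taken once the split was 83 lower and 95 higher, but near-identical copies stayed separate. With the thresholds of Fig. 2, which also require an absolute log2 fold change above 2, there were 29 hairpins, 23 lower and 6 higher. Lower hairpins were 45.5% of those passing the first threshold and 79.3% of those passing both. The 6 WT and 7 *Tet2/3* DKO values did not overlap for 112 of the 350 tested hairpins (32.0%), where chance gives 0.117%, and 22 of these are among the 29, which were chosen by their difference in the same mice. Among the 401 tested mature miRNAs, 110 were lower and 113 higher at an adjusted p-value under 0.05. The count of lower hairpins depends on hairpins with few counts. DESeq2, the test of the paper's pipeline, was fitted to the 1115 hairpins with counts, gave an adjusted p-value to 746 of them and called 160 lower and 108 higher, and 60 of the lower ones but 1 of the higher ones were not tested by edgeR. Library scaling also moved the split, from 56 lower and 151 higher hairpins with library size only to 137 lower and 93 higher with upper-quartile scaling. The largest rises among hairpins with separate groups were in mir-31, with 168 ± 74.9 CPM (SD, n = 6) in WT and 3224 ± 847 (SD, n = 7) in *Tet2/3* DKO, in mir-542 (log2 fold change 3.01) and in mir-450a-1 (2.80). For mir-31 the log2 fold change was 4.25 (SE 0.324, adjusted p = 6.47e-08 from edgeR's quasi-likelihood test). The largest falls were in mir-6340 (-4.72), mir-7071 (-4.64) and mir-5124a (-3.96), hairpins with at most 6, 6 and 15 counts in any *Tet2/3* DKO library. One library decides the size of the last one, because WT replicate 1 had 299.5 CPM of mir-5124a and without it the log2 fold change was -2.44. Single libraries also moved the other falls, from -5.81 to -4.12 for mir-6340 and from -5.25 to -4.37 for mir-7071 over the 13 fits without one mouse. Having asked whether lower *Drosha* expression has an impact on miRNAs, the paper states from its comparison of both kinds of miRNA that most of the differentially expressed ones were downregulated.

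**Figure D1:**
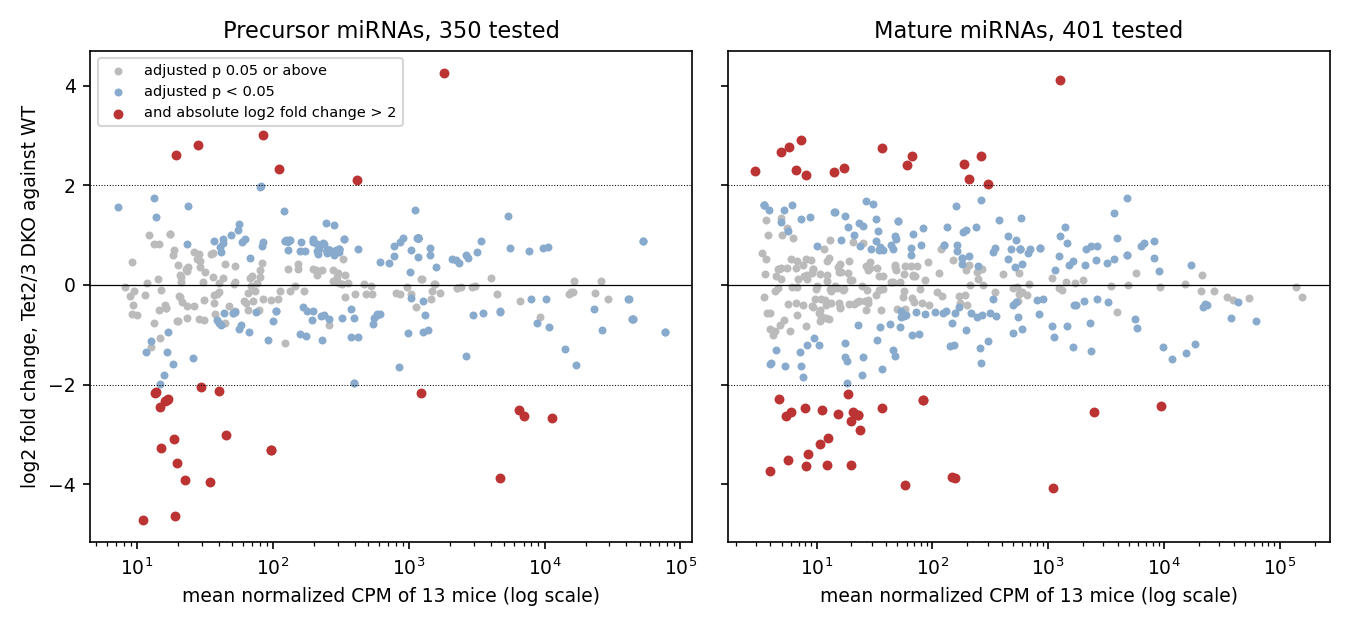
Log2 fold change in *Tet2/3* DKO against WT thymic iNKT cells (y axis) against the mean normalized CPM of the 13 mice (x axis, log scale) for the 350 tested precursor (left) and 401 tested mature miRNAs (right). Each point is a miRNA, blue at an adjusted p-value under 0.05 and red where the absolute log2 fold change is also above 2 (dotted lines). Of the red points, 23 are lower and 6 higher for precursors.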

We then focused on the affected mature miRNAs (**Figure 2C**). The vast majority of the differentially expressed mature miRNAs were downregulated in the *Tet2/3* DKO iNKT cells (**Figure 2C**). 

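With both thresholds of Fig. 2, 45 mature miRNAs differed, 29 lower (64.4%) and 16 higher in *Tet2/3* DKO. The genotypes did not overlap for 109 of the 401 tested mature miRNAs (27.2%), where chance gives 0.117%, and 31 of these are among the 45. The lower share was between 63.6% and 69.6% under the other library scalings. The largest falls among miRNAs with separate groups were in miR-139-5p, miR-8117 and miR-6990-5p. Mature miR-139-5p went from 2232 ± 502 CPM (SD, n = 6) in WT to 132.5 ± 72.1 (SD, n = 7) in *Tet2/3* DKO, with a log2 fold change of -4.08 (SE 0.344, adjusted p = 4.64e-07 from edgeR's quasi-likelihood test). Its hairpin lies on chromosome 7 of GRCm38 from 101475376 to 101475443, on the plus strand in an intron of *Pde2a*. For miR-8117 the log2 fold change was -4.02 and for miR-6990-5p it was -3.73, the latter from 7 to 17 counts per WT library and 0 to 6 per *Tet2/3* DKO library. Without each mouse in turn, miR-8117 was from -4.41 to -3.65 and miR-6990-5p from -4.58 to -3.51. The largest rises were in miR-31-5p, miR-450b-5p and miR-211-5p. Mature miR-31-5p rose from 128 ± 41.8 CPM to 2227 ± 551 CPM, a log2 fold change of 4.12 (SE 0.264, adjusted p = 4e-09 from edgeR's quasi-likelihood test), and its hairpin lies on chromosome 4 from 88910557 to 88910662 on the minus strand, in an exon of a long noncoding RNA. The log2 fold change was 2.76 for miR-450b-5p, with at most 7 counts in a WT library. It was also 2.76 for miR-211-5p, where *Tet2/3* DKO replicate 6 stood above the other 6 and the value without it was 2.00.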

An additional mechanism could be that in the absence of TET proteins at least some miRNAs could gain cytosine methylation, resulting in their downregulated expression. However, when we looked into our previously generated WGBS data (11) we did not notice significant changes in methylation for the vast majority of the miRNAs that were differentially expressed in thymic iNKT cells. We only detected some gain of methylation in *mir199b* and *mir7058* (**Supplementary Figure 4**). Our analysis demonstrated that among the downregulated miRNAs were members of the Let-7 family. Specifically, we observed downregulation of Let-7c, Let-7b and Let-7k (**Figure 2C**). 

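The let-7 family, counted here with mir-98, did not change in one direction. Of its 13 tested hairpins, 6 were lower, 2 were higher and 5 did not differ at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test). Of the lower ones, let-7f-1 (-0.29) and let-7f-2 (-0.28) changed sign with library size only (0.05 and 0.06), and neither was past the threshold without WT replicate 4, 5 or 6 (let-7f-1 at -0.25, -0.23 and -0.24), with 10 and 6 of the 13 fits without one mouse past it, while let-7b, let-7c-1, let-7c-2 and let-7g were lower under all 4 scalings. Of the higher ones, mir-98 (0.47) was not past the threshold with upper-quartile scaling (0.23, adjusted p = 0.135), and let-7e (1.38) was past it under all 4. Of its 17 tested mature sequences, 5 were lower, 4 were higher and 8 did not differ. The counts of members that differed were the same when adjusted over the list alone, 8 hairpins and 9 mature sequences. Abundant let-7g-5p fell by 0.72 on the log2 scale (SE 0.112), from 79552 ± 10877 CPM in WT (SD, n = 6) to 48183 ± 6263 in *Tet2/3* DKO (SD, n = 7). The differences in let-7a-5p (-0.30), let-7f-5p (-0.27) and let-7d-5p (-0.13) were not past the threshold with all mice and TMM scaling. All 3 were past it with upper-quartile scaling (-0.48, -0.45 and -0.30) and nearer 0 or above it with library size only (-0.07, -0.03 and 0.11). Those of let-7a-5p and let-7f-5p were also past it with replicate number as a block (adjusted p = 0.0153 and adjusted p = 0.0199) and in 9 and 10 of the 13 fits that each left out one mouse (from -0.43 to -0.27 and from -0.39 to -0.27 over the 13), while that of let-7d-5p was not (from -0.23 to -0.13). Each of the 13 fits was filtered and scaled anew, and the median of mature miRNAs moved down in all of them (from -0.0926 to -0.0121). For mature members these fits thus do not show the influence of single mice alone. Higher in *Tet2/3* DKO were miR-98-5p (0.44), let-7i-5p (0.39), let-7e-3p and let-7e-5p. The rise of let-7e-3p was 2.30 (SE 0.662), from 0 to 12 counts per WT library and with overlap between genotypes. Mature let-7e-5p rose from 2105 ± 667 to 7089 ± 1496 CPM (log2 fold change 1.75, SE 0.188, adjusted p = 6.28e-07 from edgeR's quasi-likelihood test), with every *Tet2/3* DKO mouse above every WT mouse. The rise of let-7i-5p was not past the threshold with upper-quartile scaling (0.22) or without WT replicate 1 (0.26). Summed over the family, mature let-7 was 258844 ± 32989 CPM in WT and 200519 ± 33512 CPM in *Tet2/3* DKO, a mean log2 difference of -0.38 (exact two-sided permutation test, p = 0.0122), but -0.14 with library size only (exact permutation p = 0.103). With replicate number as a block it was -0.31 (exact sign permutation p = 0.0625). For precursors the summed difference was -0.68 (exact permutation p = 0.000583). Near-identical hairpins such as let-7c-1 and let-7c-2 (11709 and 12799 CPM in WT) both enter that sum. Reads may be counted on both, so its size is not directly comparable with the mature total.

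**Figure D2:**
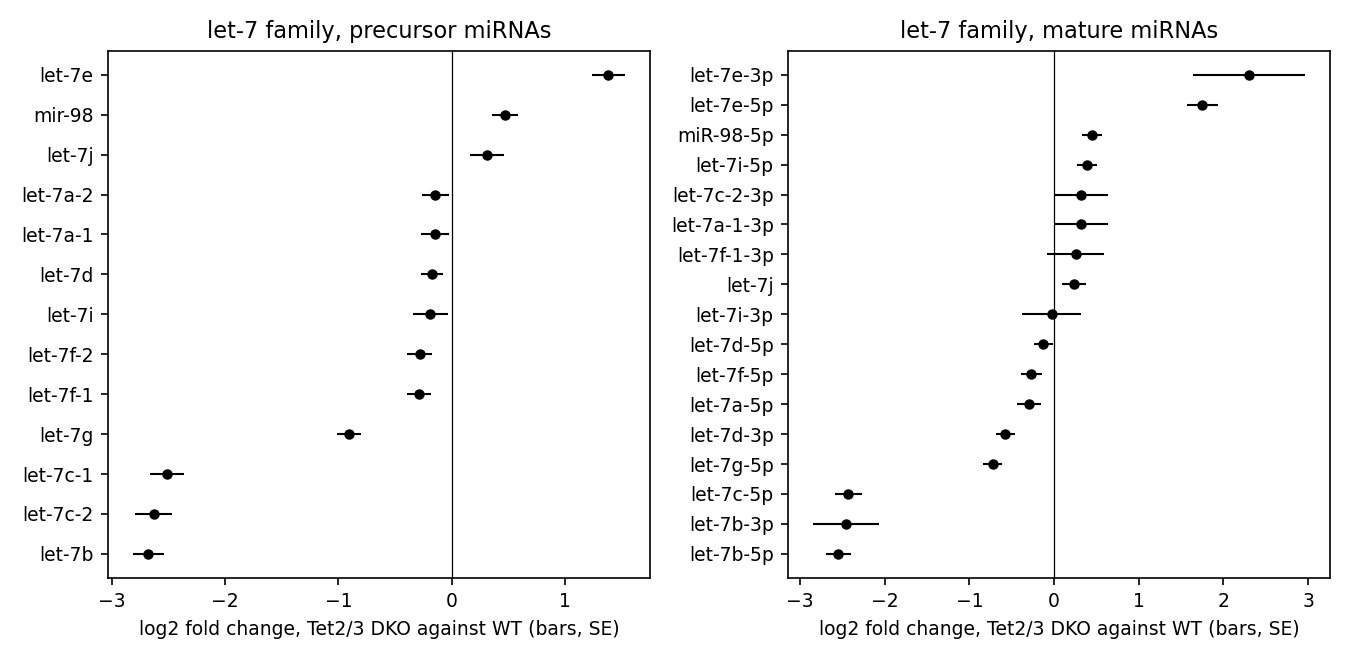
Log2 fold change in *Tet2/3* DKO against WT thymic iNKT cells (x axis) of each tested precursor (left) and mature (right) member of the let-7 family. Points are estimates from edgeR's quasi-likelihood fit and bars are 1 SE. The let-7b and let-7c members lie below -2 (except let-7c-2-3p, which shares its counts with let-7a-1-3p), while let-7e lies at 1.38 (hairpin), 1.75 (let-7e-5p) and 2.30 (let-7e-3p). With library size only in place of TMM factors, the hairpins let-7a-1, let-7a-2, let-7d, let-7f-1, let-7f-2 and let-7i and the mature let-7d-5p and let-7i-3p change sign.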

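Mature let-7c-5p was 16788 ± 4411 CPM in WT (SD, n = 6) and 3122 ± 623 CPM in *Tet2/3* DKO (SD, n = 7), a log2 fold change of -2.43 (SE 0.161, adjusted p = 2.54e-10 from edgeR's quasi-likelihood test). Mature let-7b-5p was 4537 ± 1035 CPM in WT and 775.1 ± 138 CPM in *Tet2/3* DKO, a log2 fold change of -2.55 (SE 0.147, adjusted p = 9.9e-12 from the same test), and let-7b-3p fell by 2.46. Every *Tet2/3* DKO mouse was below every WT mouse for all 3 of these sequences. The hairpins let-7b (-2.68), let-7c-1 (-2.52) and let-7c-2 (-2.63) fell as much. In GRCm38, let-7c-2 (from 85706603 to 85706697) and let-7b (from 85707319 to 85707403) lie next to each other on the plus strand of chromosome 15, in exons of the noncoding transcript *Lncppara*, and let-7c-1 lies on chromosome 16 from 77599657 to 77599750 in an intron of *Mir99ahg*. The sequence of let-7c-5p is shared by let-7c-1 and let-7c-2, and let-7b-5p is closely related to it, so the counting may have exchanged reads between them. The alternative that moved let-7c-5p most was library size only, at -2.18. For let-7k the depth allows less. Its hairpin had 94 counts over the 6 WT libraries and 28 over the 7 *Tet2/3* DKO libraries, too few for the edgeR filter. Normalized, this was 19.6 ± 10.7 and 2.08 ± 1.73 CPM, a difference of -2.42 in log2(CPM + 1.62) with an exact two-sided permutation p of 0.0035 (0.007 after Benjamini-Hochberg adjustment over the 4 such tests). Mature let-7k had 6 counts over the WT libraries and 65 over the *Tet2/3* DKO libraries, 0.574 ± 0.798 and 2.42 ± 1.68 CPM, so it was not lower in *Tet2/3* DKO. The difference in log2(CPM + 0.705) was 1.33 (exact permutation p = 0.0122, adjusted p = 0.0163), but DESeq2 gave it an adjusted p of 0.0816.

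**Figure D3:**
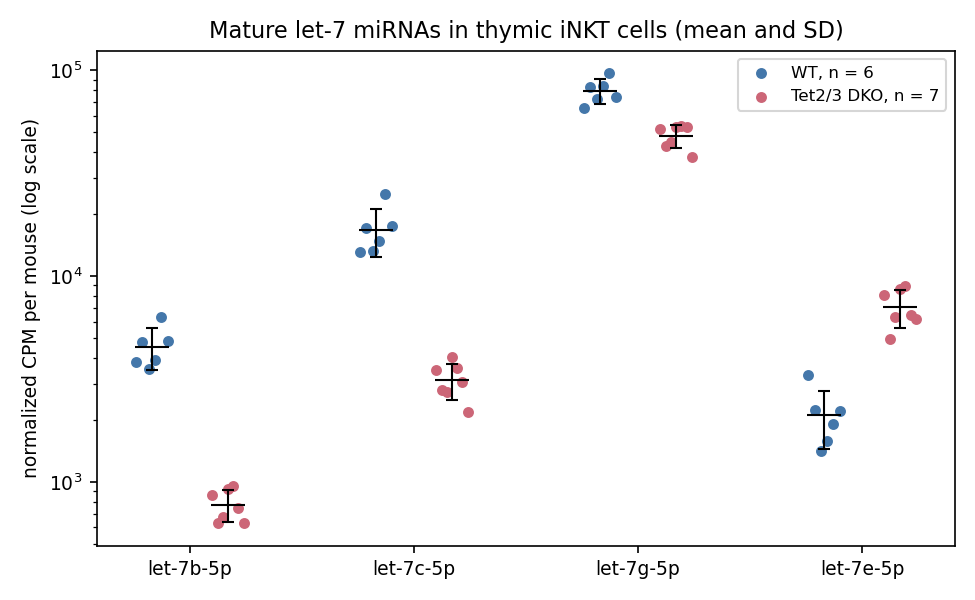
Normalized CPM (y axis, log scale) of mature let-7b-5p, let-7c-5p, let-7g-5p and let-7e-5p in thymic iNKT cells. Each point is a mouse (6 WT in blue, 7 *Tet2/3* DKO in red), and black lines are the mean and SD. The *Tet2/3* DKO mice lie below the WT mice for the first 3 miRNAs and above them for let-7e-5p.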

Interestingly, Let-7 miRNAs have been previously shown to target *Zbtb16* mRNA, which encodes for PLZF, for degradation in murine iNKT cells *in vivo* (37). Thus, we hypothesize that the downregulation of some of the members of the Let-7 family could result in increased expression of PLZF. We evaluated PLZF levels in WT and *Tet2/3* DKO iNKT cells by Flow cytometry (**Figures 3A, B**). Our data indicates that *Tet2/3* DKO iNKT cells exhibit upregulation of PLZF (**Figures 3B, C**). Thus, we propose that in *Tet2/3* DKO iNKT cells downregulation of some of the Let-7 miRNAs results in reduced targeting for degradation of *Zbtb16* mRNA, contributing in increased expression of PLZF (**Figure 3D**). Additional mechanisms may contribute in upregulation of PLZF. For instance, transcription factors or epigenetic regulators that promote PLZF expression can be upregulated in the absence of TET2 and TET3 contributing in the observed phenotype.

**Figure 2:**
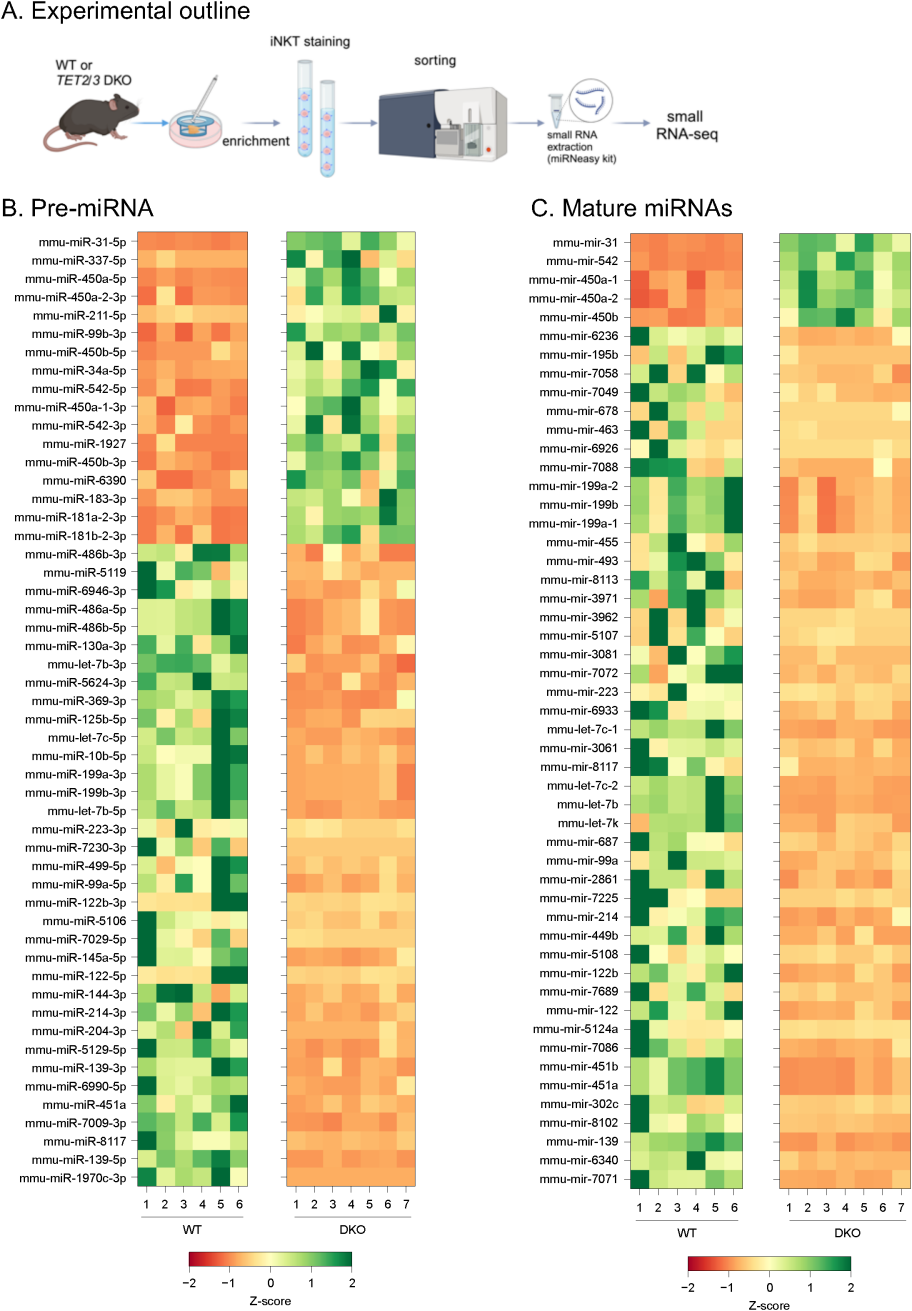
Differential expression of precursor (hairpin) and mature miRNAs in WT and *Tet2/3* DKO thymic iNKT cells. **(A)** Experimental outline. **(B)** Heatmap indicating hairpin miRNAs whose adjusted p-value < 0.05 and absolute log2 fold-change > 2. The z-score normalized expression values are shown. **(C)** Heatmap indicating mature miRNAs whose adjusted p-value < 0.05 and absolute log2 fold-change > 2. The z-score normalized expression values are shown. Both male and female mice were used for each genotype. N=6 WT mice and N=7 *Tet2/3* DKO mice were used.

**Figure 3:**
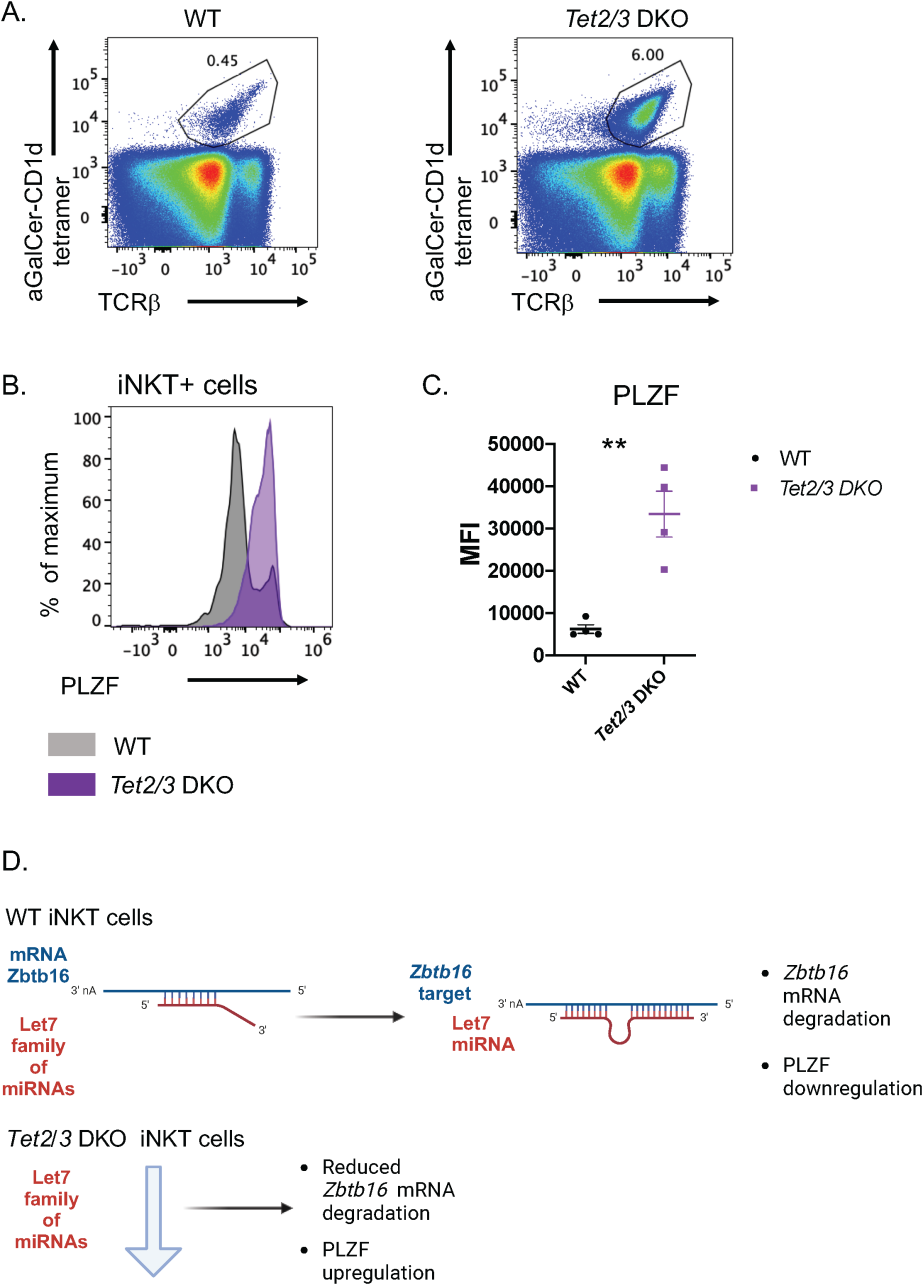
Let-7 miRNAs downregulation in *Tet2/3* DKO thymic iNKT cells contributes in upregulation of PLZF. **(A)** Representative flow cytometry plots of thymocytes isolated from wild type and *Tet2/3* DKO mice identify iNKT cells as aGalCer-loaded tetramer^+^ and TCRβ intermediate cells. **(B)** Representative histogram for the lineage specifying transcription factor PLZF indicates increased expression, determined by intracellular staining and Flow cytometry, in the *Tet2/3* DKO thymic iNKT samples (*in purple*) compared to WT (*in black*) counterparts. **(C)** Plot comparing the median fluorescence intensity (MFI) of PLZF expression in WT (*in black*) and *Tet2/3* DKO (*in purple*) iNKT cells. 4 biological replicates per genotype were assessed. ** (p =0.0004), unpaired t test. Each dot represents an individual biological replicate. Horizontal lines indicate the mean (s.e.m.). **(D)** Model for TET mediated regulation of members of the Let-7 miRNA family to impact PLZF expression in thymic iNKT cells.

## Conclusions

In this study, we report that TET2 and TET3 regulate the expression of *Drosha*. We also discover various miRNAs that are differentially expressed. The differential expression of miRNAs may be due to Drosha downregulation. Importantly, additional regulatory mechanisms may be involved such as altered DNA methylation and/or altered expression and recruitment of transcription factors that regulate miRNA expression. Among the downregulated miRNAs we identified members of the Let-7 miRNAs. Let-7 miRNAs have been reported to regulate PLZF expression in iNKT cells (37). However, we must emphasize that the NKT17 skewing of the *Tet2/3* DKO iNKT cells can be fully rescued by deletion of ThPOK and partially rescued by deletion of T-bet as we have previously shown (11). Importantly, our unbiased, integrative analysis of genome wide datasets indicated that both ThPOK and Tbet are targets of TET proteins based on 5hmC enrichment and gain of methylation upon concomitant TET2 and TET3 loss (11). Thus, in support of our previous findings that TET proteins exert multifaceted roles in regulating gene expression (30, 31, 48), we propose an additional layer of TET-mediated regulation of lineage specification by affecting expression of miRNAs.

## Methods

### Mice

Mice were housed in pathogen free conditions in the Genetic Medicine Building at University of North Carolina (UNC) Chapel Hill in a facility managed by the Division of Comparative Medicine at UNC Chapel Hill. All the experiments using mice in this study were performed according to our approved protocol by the UNC Institutional Animal Care and Use Committee (protocol no: 22-252). Age and sex-matched mice were analyzed. Male and female mice were used for our experiments. Control (C57BL/6 (B6), strain number: 000664), RRID: IMSR_JAX: 000664) mice were purchased from Jackson (Jax) laboratories and were bred in our facility at UNC. Tet2-/- Tet3flx/flx CD4 cre mice have been previously described (11, 29). Briefly, Tet2-/- mice (49) (Jax strain no; 023359, RRID: IMSR_JAX:023359) were crossed with Tet3flx/flx (50, 51) (Jax strain no: 031015, RRID: IMSR_JAX:031015) CD4cre mice (52). To determine the genotype of the mice, tissue was isolated and genomic DNA was extracted using Phire Animal Tissue Direct PCR kit (Thermo scientific, cat no F-140WH) following the manufacturer’s protocol. Then DNA fragments were amplified by PCR using the Phire DNA polymerase (Thermo scientific, cat no F-140WH) and specific primers using Biorad T100 or Biorad C1000 Touch thermocyclers.

### Cell preparation

Thymocytes were isolated from young mice 21-25 days old. Thymocytes were dissociated to prepare single cell suspensions as previously described (53, 54).

### Flow cytometry

Thymocytes were stained with PBS-57 loaded tetramer PE (dilution 1:400, from NIH tetramer core), TCRβ-PERCP/Cy5.5 (dilution 1:200, Biolegend, clone: H57-597, RRID: AB_1575173) and dead cells were excluded by using a live/dead dye efluor 780 (dilution 1:1000, eBioscience, cat. #65-0865-18) in FACS buffer (2% FBS in PBS) as described (54). Intracellular staining for PLZF AlexaFluor 647(dilution 1:100, BD Pharmingen, clone: R17-809, RRID: AB_2738238) was performed using the Foxp3 Transcription factor staining buffer set (eBioscience, cat. no:00-5523-00) (54). Samples were analyzed in a Novocyte 3005 Flow Cytometer (Agilent) using NovoExpress software (Agilent). Subsequently, the acquired data were analyzed and plots were generated using FlowJo (Treestar). For generating histograms with FlowJo, the option “normalize to mode” was selected, to take into account differences in iNKT cell numbers between control (wild type) and *Tet2/3* DKO iNKT cells.

### FACS sorting

Total thymocytes were stained with biotinylated mouse anti-CD24 (Biolegend, clone:M1/69, RRID: AB_312837). CD24+ cells were depleted using mouse streptavidin magnetic beads (anti-mouse Rapidspheres, cat no 19860, STEMCELL Technologies) following the manufacturer’s guidelines as previously described (29, 53). Enriched cells were stained with efluor 780 viability dye (dilution 1:1000, eBioscience, cat. #65-0865-18), aGalactosyl-Ceramide loaded tetramer (conjugated with PE, obtained from NIH tetramer core, dilution 1:400), TCRβ-PERCP/Cy5.5 (dilution 1:200, Biolegend, clone: H57-597, RRID: AB_1575173). Live TCRβ^+^, tetramer^+^ cells were sorted and used to isolate RNA. The purity of the samples after sorting was >98%. The cells were sorted using either a FACSAria II or a FACSymphony S6 Sorter (Becton Dickinson).

### Statistical analysis

For the statistical analysis we used Prism software (Graphpad). We applied unpaired student’s *t* test. In the relevant figure legends, we indicated p-values for statistically significant differences (p < 0.05). Data are mean ± s.e.m. In the graphs, each dot represents a mouse. Unless otherwise indicated the p-value was not statistically significant. Differences were considered significant when p < 0.001 (^∗∗∗^); < 0.0001 (^∗∗∗∗^). Both male and female mice from different litters were evaluated, with reproducible results.

### RNA isolation, library preparation of small RNAs and sequencing

FACS sorted iNKT cells were lysed in RLT plus lysis buffer from the miRNeasy plus kit (Qiagen, cat no: 217084). Total RNA was isolated following the instructions provided by the manufacturer and was quantified using Qubit RNA High Sensitivity assay (Invitrogen) in Qubit 4 Fluorometer (Invitrogen). Total RNA was provided to the UNC High Throughput Sequencing Facility (HTSF). RNA integrity was evaluated with a Tapestation (Agilent) using High Sensitivity RNA ScreenTape (Agilent). RNA with RIN value>9 was used for library preparation. Small RNA libraries were generated using the Revvity NETFLEX small RNA sequencing kit V4. Libraries were pooled and sequenced in an Illumina NextSeq2000 P1 Single End 1x50 to obtain 100 million single end reads. 6 biological replicates for wild type and 7 biological replicates for DKO samples were analyzed. Both male and female mice were evaluated.

### Small RNA-seq data analysis

The small RNA samples were processed using nf-core/smrnaseq (2.2.4) using default parameters (55, 56). The differential expression analysis was done using nf-core/differentialabundance (1.4.0) using default parameters (57).

### CMS-seq data analysis

The CMS-IP and input reads from 2 biological replicates of WT iNKT and WT CD4 SP cells were mapped against mm10 using Bismark (0.22.3) (58). The mapping was done using the Bowtie 2 (2.4.1) (59) backend in the paired-end mode with the following parameter values: -I 0 -X 600 -N 0. The coverage tracks were generated using HOMER (4.10) (makeBigWig.pl -norm 1e6) (60).

### ATAC-seq data analysis

Adapter trimming and quality filtering of the sequencing libraries (3 biological replicates per genotype, 6 samples in total) was done using fastp (0.21.0) (61) with the default parameters. The sequencing libraries were mapped against mm10 using Bowtie 2 (2.4.1) (–very-sensitive -X 2000) (59). Mitochondrial reads were removed after alignment. Additional filtering was done using samtools (1.12) (62) using the following parameter values: -q 30 -h -b -F 1804 -f 2. Reads with identical sequences were filtered and only one was retained for subsequent analysis. The coverage tracks were generated from the samples obtained by pooling the biological replicates using HOMER (4.10) (makeBigWig.pl -norm 1e6) (60).

WGBS, CUT&RUN and ChIP-seq data analysis has been previously described (29).

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE267135 (GEO).

How the deposited data were processed for this re-analysis (not part of the article)

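The deposited files analysed here come from one experiment, small RNA-seq of thymic iNKT cells sorted by FACS from 6 WT and 7 *Tet2/3* DKO mice, with 1 library per mouse. The other assays of the article were not analysed here. The authors prepared the libraries with a small RNA sequencing kit, sequenced them from one end, processed them with nf-core/smrnaseq and compared genotypes with nf-core/differentialabundance, both with default parameters. The paper's text does not name the aligner, the release of the miRNA database or how reads that match several sequences were counted. The values the authors deposited are raw counts per hairpin sequence and raw counts per mature sequence, one column per mouse, and they were not normalized. Columns were matched to mice by genotype and replicate number, and 0 columns were left unused.

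Read totals per mouse are given beside the description of the experiment in the results. WT libraries were shallower, and hairpins that were not tested held 0.168% ± 0.0538 (SD, n = 6) of the counts of WT precursor libraries and 0.110% ± 0.0276 (SD, n = 7) of those of *Tet2/3* DKO libraries. No pair of libraries of one genotype differed by as little as sampling noise, since the chi-square of their counts per degree of freedom was at least 17.8, so each library counts as 1 replicate. Counts come from reads without molecular identifiers, so counting error is a lower limit of the error.

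From the deposited counts, miRNAs were kept by filterByExpr of edgeR 4.0.16 (minimum count 10, minimum total count 15, genotype as the group), libraries were scaled by TMM, and dispersions and the quasi-likelihood fit were robust. The test compared all 13 mice with genotype only, and p-values were adjusted by the Benjamini-Hochberg method within each table. The thresholds were those of Fig. 2, an adjusted p-value under 0.05 and an absolute log2 fold change above 2. R 4.3.3, limma 3.58.1, DESeq2 1.42.0, ashr 2.2.63, Python 3.11.15 and matplotlib 3.10.9 were used. On simulated counts with known changes, edgeR called 46 of 56 changed and tested hairpins (82.1%) with 1 false call among 47, and 59 of 69 changed and tested mature miRNAs (85.5%) with 4 false calls among 63. With no change simulated it made 0 calls in either table. The simulated changes were as often up as down, in 56 of 326 tested hairpins, and no reads were shared between hairpins. In the data 209 of 350 hairpins were called and scale factors differed by genotype. The simulation therefore does not give the rate of false calls in these data.

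Similarity of samples was the difference between mean correlations within and between genotypes, with an exact permutation test. The let-7 family total was the sum of let-7 and mir-98 counts per library, features with identical counts taken once, with an exact permutation test of log2 CPM. Lists of miRNAs of red cells, hepatocytes, myeloid cells, mesenchymal stroma, epithelium and endothelium, and of miRNAs made without Drosha, were tested by limma's camera with a preset correlation of 0.01 and by fry, except that lists of 1 miRNA are given by that miRNA's edgeR test. The levels of some members of these cell type lists had been seen in the supplementary tables when the lists were written. MiRNA positions come from the GENCODE annotation of GRCm38, the build the paper uses for its other assays, since the count tables have no coordinates.

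Tests, thresholds, lists and alternatives were fixed before the deposited counts were examined, except where a test is described as chosen later. The paper and its supplementary tables, which hold results of the same experiment, had been read by then, so these choices were not blind to the data. The miRNAs named in the text are those the paper names, all let-7 and mir-98 members, the 3 largest rises and the 3 largest falls past both thresholds without overlap between genotypes in each table, and members of the lists. Which of these the text gives one by one was decided after their values were seen, and counts over all of them are given in the closing section. The miRNAs mir-99a, mir-99b, miR-99a-5p, both arms of mir-99b, mir-503, mir-139 and miR-139-3p, and the clusters of mir-181, mir-29, mir-15 and mir-16, mir-23a, mir-23b and mir-200, are outside that rule and were chosen after their values were seen. The alternatives were other scalings (RLE, library size only, upper quartile), miRNAs with at least 1 count in at least 1 library, miRNAs with at least 10 counts in every library, miRNAs with identical counts taken once, replicate number as a block, DESeq2 with and without ashr shrinkage, limma-voom with sample weights, and leaving out each mouse in turn. The closing section gives their effect.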

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

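The tests of explanations in this part were chosen after the values were seen, except the comparison with other splits of the samples.

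Values within each genotype were checked for a mouse far from the others, for library measures, the let-7 family total and every tested miRNA that the naming rule gives. This was the case in 10 of 202 groups, where chance gives about 10, so their number is what chance gives. Of these, 5 concern WT replicate 1, the shallowest library. Counts on untested miRNAs were 0.272% of its precursor counts, against 0.172% in the next WT library, and 0.0779% of its mature counts, against 0.0553% in the next. It also had the highest WT levels of mir-7071 (6.28 log2 CPM, next 5.35) and of miR-6990-5p (4.06, next 2.97) and the lowest WT level of miR-877-3p (-0.50, next 2.24). WT replicate 4 had the highest level of mir-6340 (5.88, next 4.44). *Tet2/3* DKO replicate 7 had the lowest level in its genotype of miR-199a-3p and miR-199b-3p, which share their counts (1.04, next 2.78), replicate 3 the lowest of miR-1839-3p (1.68, next 2.71) and replicate 6 the highest of miR-211-5p (7.70, next 5.72). For the share of untested counts in WT replicate 1, a larger share of background in shallow libraries is a candidate explanation that stays open. Within WT the share fell with depth for hairpins (r = -0.878, exact permutation p = 0.0194). That relation rests on few libraries, since r was -0.292 without the 2 farthest from the median depth. For mature miRNAs r was -0.652 (exact permutation p = 0.133). With depth in the model the genotype difference in the share was -0.073 on the log2 scale for hairpins (exact permutation p = 0.529) and 0.191 for mature miRNAs (exact permutation p = 0.0728). Neither was past the threshold, and a difference between genotypes cannot decide the cause for 1 library within WT. The other flagged values rest on single mice, and no explanation was tested for them.

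The article's text does not discuss mir-31, mir-542, mir-450a-1, miR-31-5p, miR-450b-5p or miR-211-5p, which were higher in all *Tet2/3* DKO mice than in all WT mice. Their log2 fold changes were 4.25, 3.01 and 2.80 for the hairpins and 4.12, 2.76 and 2.76 for the mature sequences, and that of miR-211-5p was 2.00 without *Tet2/3* DKO replicate 6. Chance assignment of mice to genotypes is argued against by other splits of the samples, since 1 of 100 splits, the real one, gave as many calls in each table. Scaling alone does not remove the rise of miR-31-5p, which stayed between 3.94 and 4.34 under the 4 scalings. Reads of near-identical hairpins may add to mir-450a-1, but mir-542 and mir-503 (1.98), which lie close together on the X chromosome, rose too. A change in the mix of iNKT subsets in *Tet2/3* DKO mice, which the article describes as skewed to NKT17, and a change within cells both stay open and were not tested.

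Also outside the text of the article are the falls of mir-6340 (-4.72), mir-7071 (-4.64), mir-5124a (-3.96), miR-8117 (-4.02), miR-6990-5p (-3.73) and miR-139-5p (-4.08). Levels were low in *Tet2/3* DKO, with at most 44 counts of miR-8117 and at most 15 of the others in any library except for miR-139-5p, and for mir-5124a the value without WT replicate 1 was -2.44. GC content of the hairpin, as the whole cause for the hairpins past both thresholds, is argued against by a median log2 fold change of -2.56 after removal of a quadratic trend on GC content (-2.65 before), over 22 hairpins with a sequence. A background alike for all low-count miRNAs and larger in the shallower WT libraries, as the whole cause, is argued against. Relative to the counts on untested miRNAs of the same library, the summed counts of the 3 hairpins still differed by -3.16 on the log2 scale (exact permutation p = 0.000583, from -3.33 to -2.86 without each mouse in turn), and those of miR-8117 and miR-6990-5p by -3.68 (exact permutation p = 0.000583, from -3.91 to -3.46), both p-values the smallest that this design allows. All 5 miRNAs were chosen as largest falls without overlap between genotypes in the same mice, so these p-values were nearly fixed in advance. The argument rests on the sizes of the differences, which the same choice may enlarge. Of the 5, mir-5124a differed least (-2.45, exact permutation p = 0.0117, from -2.77 to -1.92). Tested miRNAs of low abundance, which were not chosen by their change, fell far less, with a median log2 fold change of -0.276 over the 86 hairpins with the lowest mean CPM (52 lower and 34 higher) and of -0.0481 over 98 such mature miRNAs (52 lower and 46 higher). Background particular to these sequences was not tested. For miR-139-5p, with at least 1635 counts in each WT library, miR-139-3p and the hairpin mir-139 were lower as well (-3.61 and -3.87). No biological explanation was tested for these.

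Within the let-7 family, let-7e (1.38) and let-7e-5p (1.75) were higher and let-7g (-0.91) and let-7g-5p (-0.72) lower in *Tet2/3* DKO, without overlap between genotypes. Scaling is argued against for let-7e, since the lowest log2 fold change of let-7e-5p under the 4 scalings was 1.58, while let-7b-5p and let-7c-5p stayed at or below -2.18. Reads exchanged between near-identical let-7 sequences are argued against for let-7e by miR-99b-3p, an unrelated sequence of the same cluster, which rose by 2.59 on the log2 scale, and by its other arm miR-99b-5p (1.45). For let-7g no such test was made. A biological difference between the genotypes is a hypothesis that stays open for both.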

How the results depend on the processing

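All alternatives in this part were set before the data were examined, except 1 for the lists of miRNAs. Similarity by genotype kept its direction and its exact permutation p under 0.05 in both tables with every alternative run. When each mouse was left out in turn (13 fits), the difference was from 0.0484 to 0.0550 for precursors and from 0.0461 to 0.0507 for mature miRNAs.

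The number of precursors lower in *Tet2/3* DKO at an adjusted p under 0.05, 95 by the main test, was 56 with library size only, 156 over hairpins with at least 1 count in at least 1 sample and 160 with DESeq2, with or without ashr shrinkage. With the log2 fold change threshold, the 23 lower precursors became 15 with library size only, 104 over hairpins with at least 1 count in at least 1 sample, 9 over those with at least 10 counts in every sample, 82 with DESeq2 and 44 with DESeq2 and ashr shrinkage. The 6 higher precursors past both thresholds became 14 over hairpins with at least 1 count in at least 1 sample and 3 over those with at least 10 counts in every sample. For mature miRNAs past both thresholds, the 29 lower and 16 higher became 87 and 28 over miRNAs with at least 1 count in at least 1 sample, 8 and 6 over those with at least 10 counts in every sample, and 47 and 26 with DESeq2. The filters change how many miRNAs are tested (1115 and 265 in place of 350 precursors, 1286 and 278 in place of 401 mature miRNAs). Of the lower precursors past both thresholds, 86 of the 104 and 56 of the 82 were not tested by the main test. The cause of the other changes was not tested.

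Scaling changed the split between lower and higher calls. At an adjusted p under 0.05, lower precursors were 45.5% of calls with TMM, 27.1% with library size only and 59.6% with upper-quartile scaling, and lower mature miRNAs were 49.3%, 35.2% and 59.7%. With the fold change threshold, lower precursors were 79.3%, 62.5% and 84.4%, and lower mature miRNAs 64.4%, 63.6% and 69.6%. Relative to TMM, the median log2 fold change moved by 0.338 (precursors) and 0.244 (mature) with library size only, by -0.241 and -0.167 with upper-quartile scaling, and by 0.186 for precursors over hairpins with at least 1 count. Leaving out each mouse gave from 78 to 100 lower and from 106 to 116 higher precursors, and from 109 to 125 lower and from 97 to 109 higher mature miRNAs. The 113 higher mature miRNAs of the main fit lie above that range. Each fit without a mouse was filtered and scaled anew, and the median of mature miRNAs moved down in every such fit (from -0.0926 to -0.0121). The ranges for mature miRNAs thus do not show the influence of single mice alone. With both thresholds the fits without a mouse gave from 19 to 27 lower and from 6 to 8 higher precursors, and from 28 to 33 lower and from 12 to 19 higher mature miRNAs.

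The let-7 family total of mature miRNAs, -0.38, was -0.14 with library size only (exact permutation p = 0.103). Across the fits that each left out one mouse it was from -0.50 to -0.37, and for precursors from -0.72 to -0.60.

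Replicate numbers do not clearly pair the samples. Deviations of samples with the same number from their genotype means had correlations between -0.05 and 0.34 for precursors. For mature miRNAs they were between 0.012 and 0.34, all positive, so a weak pairing is not excluded. With the replicate block, which leaves out *Tet2/3* DKO replicate 7, the calls were 102 lower and 115 higher precursors and 122 lower and 103 higher mature miRNAs. The let-7 family total of mature miRNAs was -0.31 with the block (exact sign permutation p = 0.0625), in a design of 6 pairs.

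The list of miRNAs made without Drosha had a median log2 fold change of -0.27 for precursors (limma's camera, adjusted p = 0.66), 0.0754 with library size only and 0.0375 over hairpins with at least 1 count in at least 1 sample. Limma's fry, which does not compare with other miRNAs, put the median of -0.27 past the threshold (adjusted p = 0.0349). The epithelial list had a median of -0.17 for precursors, 0.16 with library size only and 0.0187 over hairpins with at least 1 count in at least 1 sample. By limma's fry it was past the threshold for precursors (adjusted p = 0.0276) and for mature miRNAs (median -0.65, adjusted p = 0.000536). The calls of the red cell and stroma lists were the same under each of these alternatives. One further alternative, chosen after the values were seen, kept 1 member per miRNA number in each list, since some members are near-identical copies. With it the median of the stroma list was -2.78 for precursors over 2 members and was no longer past the threshold by limma's camera (adjusted p = 0.107), and the list of miRNAs made without Drosha had a median of -0.00801 for mature miRNAs in place of 0.24 (limma's camera, adjusted p = 0.767). The correlation of precursor and mature log2 fold changes was between 0.901 and 0.917 under its alternatives.

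Over all 97 results for single miRNAs that the naming rule gives or the text adds, 65 kept their direction and their side of the threshold under every alternative that tested them and 32 did not. In 16 the sign reversed under at least 1 alternative, most often with library size only (14), and 3 of the 16, let-7f-1, let-7f-2 and mir-1839, were past the threshold by the main test. Of the 61 results for let-7 members and other miRNAs given one by one, 44 were the same throughout. With library size only the sign reversed for the hairpins let-7a-1 and let-7a-2 (0.19 each), let-7d (0.16), let-7f-1 (0.0501), let-7f-2 (0.056), let-7i (0.16) and mir-320 (0.0566), and for let-7d-5p (0.11) and let-7i-3p (0.27). Over miRNAs with at least 1 count in at least 1 sample it reversed for let-7a-1 (0.0336), let-7a-2 (0.0344), let-7d (0.00855) and let-7i-3p (0.0617). For let-7i-3p, at -0.0296 by the main test, it also reversed with identical counts taken once (0.00347), DESeq2 (0.00408), ashr shrinkage (0.00314) and limma-voom (0.0238), and without WT replicate 5 (0.17) or *Tet2/3* DKO replicate 4 (0.00454), in a range from -0.26 to 0.17 over the fits that each left out one mouse. Among these 61, the other changes that did not leave out a mouse were 26 from not past to past the threshold and 8 from past to not past, among the latter mir-98 with upper-quartile scaling (0.2266), and leaving out a mouse gave 27 and 11 such changes. The cause was not tested. Low counts limit let-7k and mir-7058, which the main test leaves out.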

Differences from the paper's values

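The paper's supplementary table of hairpins lists 161 lower hairpins at an adjusted p-value under 0.05, against 95 here. Of the alternatives set before the data were examined, upper-quartile scaling (137), hairpins with at least 1 count in at least 1 sample (156) and DESeq2 with or without ashr shrinkage (160) were within 1.5 times of the paper's number, and the others were not. With an absolute log2 fold change above 2 as well, the paper's table gives 46 lower hairpins, against 23 here. Among the alternatives set before the data were examined, only DESeq2 with ashr shrinkage (44) was within 1.5 times of it. The paper's table may come from another version of the counts, since it lists 1074 hairpins, against 1115 with counts here (1179 and 1286 in the mature tables). Its log2 fold changes are close to those of DESeq2 after ashr shrinkage (median absolute difference 0.0148 over 1065 hairpins, against 0.413 without shrinkage), so its number past both thresholds compares best with 44, and the 23 here come from fold changes that were not shrunken. Of the 51 hairpins past both thresholds in the paper's table, 27 were not tested here. All 200 hairpins and 207 mature miRNAs called both in the paper's tables and here had the same direction.

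The paper describes most of the differentially expressed miRNAs, and the vast majority of the mature ones, as downregulated. Here lower miRNAs were 79.3% of the precursors and 64.4% of the mature miRNAs past both thresholds, but 45.5% and 49.3% of those past the adjusted p-value alone. Of the miRNAs that DESeq2 called at that threshold, 59.7% of precursors and 49.8% of mature miRNAs were lower, and at both thresholds of Fig. 2 92.1% and 64.4% were (89.8% and 66.0% with ashr shrinkage). The precursor shares count near-identical copies separately, among them mir-466, mir-467 and mir-669 hairpins, which were mostly higher. With identical counts taken once, 46.6% of the precursors that edgeR called by adjusted p-value alone were lower, but near-identical copies stayed separate.

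The paper lists let-7k among the downregulated mature miRNAs. Here the let-7k hairpin, not tested by edgeR, was lower in *Tet2/3* DKO (-2.42 on the log2 scale, exact permutation p = 0.0035), and DESeq2 (-3.21) and edgeR over hairpins with at least 1 count in at least 1 sample (-2.91) called it lower. Mature let-7k was not lower (1.33), and the paper's own table of mature miRNAs gives 0.94. In the picture of Fig. 2, the panel titled as mature miRNAs carries hairpin names, let-7k among them, and the panel titled as pre-miRNAs carries names of mature arms. The hairpin mir-7058, which the paper counts among the changed miRNAs, was not tested by edgeR either (-1.80 by the exact permutation comparison), and DESeq2 (-2.44) and edgeR over hairpins with at least 1 count (-2.16) called it lower.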

Other observations

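The tests in this part were chosen after the values were seen, except the other splits of the samples, the Drosha-independent list, the lists of other cell types with all their members and the comparison of hairpins with mature arms. The cell type lists were set before the deposited counts were examined. They were written because the paper's supplementary tables, from the same experiment, have miRNAs of red cells, liver, myeloid and stromal cells among the lower ones. How large a ratio or count was taken to argue against an explanation was also set after the values were seen.

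Of 100 splits of the 13 mice into groups of 6 and 7, the real one included, 1 gave as many precursors with an adjusted p-value under 0.05 as the genotypes (209), and the next gave 158. In the mature table it was also 1 of 100 splits, with 223 calls against at most 1 in another split. With the fold change threshold it was 1 of 100 in both tables. In the precursor table 94 of the other splits gave no call, and in the mature table 97.

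Hairpin counts may largely hold reads of mature miRNAs. If so, hairpins would follow their most abundant arm, and they did across 265 miRNAs (r = 0.914), with a ratio of both counts that varied little between mice in the 84 abundant hairpins (median SD of the log2 ratio 0.203). A hairpin and its arm would also be correlated if they were counted from separate reads, and the files do not show which reads were counted in both tables, so changes in precursors are not shown to be changes in Drosha products apart from the mature miRNAs.

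Hairpins of one genomic cluster changed together. Among 303 of 325 distinct tested hairpins that could be placed, 129 lie in 34 clusters (same strand, neighbours within 10 kb), and members of a cluster differed by 0.418 log2 units on average, against 1.17 after shuffling (permutation test with 10000 shuffles, p = 1e-04, the smallest it can give). Reads shared between related hairpins do not explain this alone, since with 1 member per miRNA number kept, over 24 clusters, the difference was 0.504, against 1.19 after shuffling (permutation p = 1e-04). Paralogous clusters moved apart in some cases and together in others. In the let-7e cluster on chromosome 17 the log2 fold change of mir-99b was 1.51, while that of mir-99a, which neighbours let-7c-1 on chromosome 16, was -3.09 (1.45 for miR-99b-5p and -2.92 for miR-99a-5p), with these signs under all 4 scalings. The mir-23b cluster (3 hairpins, from -1.60 to -0.687) fell more than the mir-23a cluster (3 hairpins, from -0.688 to 0.0862, and from -0.345 to 0.426 with library size only), apart from their copies of mir-24. The let-7b cluster (2 hairpins, from -2.68 to -2.63) fell more than that of let-7d, let-7f-1 and let-7a-1 (from -0.29 to -0.147, but from 0.0501 to 0.192 with library size only). The mir-200a cluster (-0.507 and -0.42) and the mir-200c cluster (0.0698 and 0.139) had opposite signs with TMM. The latter was from -0.167 to -0.0989 with upper-quartile scaling and from -0.0365 to 0.0434 with RLE. None of these hairpins was past the threshold by the main test. The most abundant mature arms were lower in both clusters (miR-200a-3p -1.31, miR-200b-3p -0.505, miR-200c-3p -0.886 and miR-141-3p -0.645), all but miR-200b-3p past the threshold. The mir-200 clusters are thus not shown to move apart. Similar changes were seen in the clusters of mir-181 (6 hairpins, from 0.541 to 0.89) and in those of mir-29 (4 hairpins, from -1.05 to -0.52). They were also seen in those of mir-15 and mir-16 (4 hairpins, from -0.283 to -0.183, but from 0.0537 to 0.151 with library size only). Some hairpins of these clusters share a mature arm, so shared reads may add to their likeness. The most abundant mature arms of mir-181 did not rise with the hairpins (miR-181a-5p -0.0316, miR-181b-5p 0.191, miR-181c-5p -0.344 and miR-181d-5p -0.099). For the hairpins of a cluster changing together, a candidate explanation is a change in transcription of the host loci, but the files hold no measure of the primary transcripts.

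An equal loss of Drosha processing, as the only cause, would leave no miRNA above those made without Drosha. Outside that list, 57 mature miRNAs and 53 hairpins were called higher with a log2 fold change above every list member (at most 0.87 and 0.77), which argues against it. Whether lower Drosha lowers miRNAs in part cannot be told apart from other causes here. In the set test by limma's camera the list was not higher than other miRNAs (adjusted p = 0.927 for mature miRNAs and adjusted p = 0.66 for precursors), its members went both ways, so that this decides nothing, and abundant miR-484 (-0.83, SE 0.138) and miR-320-3p (-0.62, SE 0.14) were lower in *Tet2/3* DKO.

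MiRNAs of other cell types were lower in *Tet2/3* DKO. The red cell list had a median log2 fold change of -1.97 for precursors and -2.30 for mature miRNAs, with 3 of 3 tested members lower in each (limma's camera over 8 set tests, adjusted p = 0.0132 and adjusted p = 0.0318). The mesenchymal stroma list had medians of -2.32 and -2.90, with 4 of 4 lower in each (limma's camera, adjusted p = 0.0184 and adjusted p = 0.0132). Both lists passed fry too. Since these lists were prompted by lower miRNAs in the paper's results from the same mice, their p-values are not independent evidence. Camera counts near-identical hairpins as separate members, and mir-486a and mir-486b, or mir-199a-1, mir-199a-2 and mir-199b, are such copies. With 1 member per miRNA number, 2 red cell members were left in each table (medians -2.64 and -2.97, 2 of 2 lower, limma's camera, adjusted p = 0.028 and adjusted p = 0.0496). The stroma list kept 2 hairpins, both lower and not past the threshold by camera (adjusted p = 0.107), and its 4 mature members have different numbers (adjusted p = 0.0264). The liver miRNA miR-122-5p (-3.87, from 61 to 1730 counts in WT) and the myeloid miR-223-3p (-3.07) were also lower, but 1 library sets much of the size for miR-223-3p (24.0 ± 33.6 CPM in WT, SD, n = 6, at most 91.7), which was -1.905 without WT replicate 3. The epithelial list was not past the threshold by limma's camera (adjusted p = 0.849 and adjusted p = 0.135). Levels were low for some members of the lists, with 16.2 CPM of miR-451a in WT and 1.29 in *Tet2/3* DKO, but not for all. Mature miR-486a-5p was at 146 and 29.5 CPM, and the hairpin mir-486a at 662 and 168 CPM. Levels varied between WT mice for miR-122-5p (314.7 ± 396 CPM, SD, n = 6). Within WT, 6 correlations, 5 between such miRNAs and 1 of miR-199a-3p with let-7c-5p, all had a positive Pearson's r (from 0.19 to 0.76), as carry-over would give, but with exact permutation p-values from 0.0736 to 0.758 (adjusted from 0.286 to 0.758) none was past the threshold. A candidate explanation is RNA or cells of these types carried over in the WT sort, where iNKT cells are rarer (Fig. 3A), although the paper reports high purity. The endothelial miR-126a-3p went the other way (0.69), but at 196 CPM in *Tet2/3* DKO its own level would hide a small share of endothelial cells. Carry-over and lower expression within iNKT cells cannot be told apart for the red cell and stroma miRNAs.

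For let-7b and let-7c the same explanation stays open too. Together let-7b-5p and let-7c-5p were 17428 CPM higher in WT. Among the 32 mature sequences of the cell type lists, those higher in WT had a summed excess of 1078 CPM. The let-7 excess was 16.2 times that sum. Cells of the listed types, as the only source, would have to hold that many times more let-7b and let-7c than miRNAs of the lists. Their miRNA profiles are not in the files, so carry-over of these cells and lower expression within iNKT cells cannot be told apart here, and types without a list, such as other thymocytes, were not tested. Within WT, let-7c-5p rose with miR-199a-3p of the stroma list (r = 0.679, exact permutation p = 0.129, rho = 0.714, p = 0.136), which goes with carry-over but was not past the threshold, and r was 0.0192 without the 2 libraries farthest from the median of miR-199a-3p. Reads exchanged between let-7 members are argued against for let-7b by let-7b-3p, another sequence, which changed by -2.46.

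Low-count hairpins were mostly lower in *Tet2/3* DKO. DESeq2 called 60 lower and 1 higher among hairpins the edgeR filter leaves out, and 23 and 11 among such mature miRNAs. The share of counts on these hairpins was lower in *Tet2/3* DKO by 0.594 on the log2 scale (-0.594, exact permutation p = 0.0122). Within genotypes this share fell with depth (WT, n = 6: r = -0.878, exact permutation p = 0.0194, rho = -0.886, p = 0.0333; *Tet2/3* DKO, n = 7: r = -0.859, p = 0.0135, rho = -0.714, p = 0.0881; adjusted over 4 correlations 0.0259 for each r). In the mature table r was -0.652 in WT (exact permutation p = 0.133) and -0.829 in *Tet2/3* DKO (p = 0.0127), and the genotype difference in the share was -0.15 (exact permutation p = 0.325). On TMM-scaled CPM the difference was larger in both tables, -0.934 for hairpins (exact permutation p = 0.00117) and -0.392 for mature miRNAs (exact permutation p = 0.00233), so the result for mature miRNAs depends on the scaling. For hairpins, r without the 2 libraries farthest from the median depth was -0.292 in WT and -0.165 in *Tet2/3* DKO, so the relation rests on those libraries. With depth in the model the genotype difference in the share was -0.073 for hairpins (exact permutation p = 0.529) and 0.191 for mature miRNAs (exact permutation p = 0.0728), and with depth as a term DESeq2 called 24 lower and 2 higher of these hairpins. When WT replicate 1 was left out and depth was not a term, it called 40 and 1. A larger share of background in the shallower WT libraries is consistent with the values of the hairpins, but genotype and depth overlap in this design.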
